A study of Mus musculus with 11 samples. Its data were reported in "Astrocytes and neurons share region-specific transcriptional signatures that confer regional identity to neuronal reprogramming" (2021).

How the data were processed

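Neurons were isolated from the dLG, VPM and MGv of newborn mice of an outbred strain (ICR/CD-1) and sorted by tdTomato fluorescence, and each library was made from tissue of 4 pooled brains. Per the labels and the study's methods, cDNA was amplified with a SMARTer ultra low input kit, and single-end reads of 50 bases were produced. The deposited values are raw read counts per gene. The authors made these counts by trimming the reads, aligning them with STAR to the mouse genome build GRCm38 and counting reads in Ensembl genes with featureCounts. Whether the counting used strand, and how reads with several alignments were treated, was not stated. The counts were not normalized or filtered before deposition, and replicates were not pooled.

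Groups and replicate numbers were taken from the sample titles. The libraries of the nuclei share replicate numbers, and nothing in the labels says whether libraries with the same number came from the same brains, so the numbers were used as a block only in an alternative fit. Gene symbols, positions, exon lengths and GC content came from the GENCODE M21 annotation of the same build, which is a later release than the one used for counting. Of the 54752 gene identifiers, 54723 had a record in it, and positions are given 1-based. The nuclei, tests, alternatives, marker sets and the rule for naming genes were chosen before the data were examined, but labels in a figure of the study, including plots of Crabp2 and Sp9, had been seen by then.

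The main test was edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) with default settings on the counts as deposited. Genes were kept by filterByExpr, which left 15907 of the 33170 genes with at least 1 count, and libraries were scaled by the trimmed mean of M values (TMM). All 11 libraries entered a single model with 3 group means and no covariate, so that the nuclei shared an estimate of the spread; the common biological coefficient of variation was 28.2%. The contrasts were dLG against VPM, dLG against MGv and VPM against MGv, two-sided, with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.1. The study used DESeq2 with this threshold. A gene was enriched in a nucleus when it was higher than in each of the other 2 nuclei and both contrasts passed. Standard errors of log2 fold changes were taken as the absolute log2 fold change divided by the square root of the F statistic. CPM values are TMM-scaled, and log2 CPM values use a prior count of 2.

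PCA used the 500 genes with the largest variance of log2 CPM, centred and not scaled. Its shares were given a jackknife standard error over libraries. Grouping was measured by the ratio of mean Euclidean distances between and within nuclei. That ratio, the library measures and the 13 marker sets (76 genes) were tested by exact permutation over the 11550 assignments of libraries to nuclei. The smallest p-value this allows is 0.000173. Marker sets passed at an adjusted p under 0.05. Genes named in the text are the 18 genes named by the study, marker genes, and for each nucleus the 3 enriched genes with the largest smaller log2 fold change of the 2 contrasts, among those with a mean of at least 10 CPM in the nucleus and all of its libraries above all others. Hbb-bh1 and Hspa8 were singled out after their values were seen.

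The count models were tested on simulated counts for 15907 genes, drawn from the means, dispersions and library sizes of the data, with 200 genes raised in 1 nucleus. Of the genes raised 2-fold, edgeR's quasi-likelihood test called 61.4% enriched in the right nucleus, and of those raised 4-fold 97.0%. For DESeq2's Wald test these shares were 81.2% and 98.0%, and for limma's voom with sample quality weights 62.4% and 97.0%. Of the genes edgeR called as differing among the nuclei, 11.9% had not been changed, against 31.8% for DESeq2 (likelihood ratio test for any difference) and 11.1% for voom. With no gene changed, 0 of the 15907 genes were called by edgeR, 31 by DESeq2 and 0 by voom. Dispersions came from edgeR's own fit and no library was made to deviate, so these shares need not rank the tests on the real counts. The exact tests were checked on 1000 simulated sets of 11 values, of which 5.4% had p under 0.05 with no shift, and this number of sets was raised for precision after a first, smaller run.

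Total counts per library were between 10.2 and 23.6 M counts. The floor of 3 counts corresponds to 0.127 to 0.295 CPM and covers counting error only, since reads amplified by PCR without molecular identifiers are not independent molecules. The alternatives were DESeq2 1.42.0, limma 3.58.1 (voom with sample quality weights), DESeq2 size factors or total counts in place of TMM, no count filter, at least 10 counts in every library, the replicate block, offsets for GC content and exon length fitted per library, both together, an adjusted p under 0.05, an absolute log2 fold change over 1, only the nuclei compared, each nucleus against the mean of the other 2, and each library left out in turn. The default and the robust fit of edgeR had both been run when the default was kept as the main test. Chosen after seeing the data were edgeR's robust fit, counts thinned to the smallest total, a covariate for libraries with under 1 CPM of 4 Y-linked genes, a fit without those libraries, a covariate for 3 libraries that deviate together (dLG replicate 2, VPM replicate 3 and MGv replicate 1), a fit without these, and the contrast with the mean of the other nuclei for the genes named by the study. That CPM limit was also set after the values were seen. Libraries were compared pairwise by chi-square over genes with at least 20 counts in the pair. Outliers were sought in dLG and VPM with Dixon's test at its 95% critical value, but not in MGv, which had 3 libraries. No library was left out of the main test.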

Results

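The study asked whether neurons of the main sensory nuclei of the thalamus can be told apart by the genes they express. The nuclei were the dorsolateral geniculate nucleus (dLG, which relays vision), the ventral posteromedial nucleus (VPM, touch from the face) and the ventral medial geniculate nucleus (MGv, hearing). Neurons were isolated from newborn mice (postnatal day 0) of a reporter line in which a tamoxifen-inducible Cre recombinase under the control of Gbx2 switches on the red fluorescent protein tdTomato in early thalamic neurons. Each nucleus was dissected, dissociated and sorted by fluorescence, and each library came from 4 pooled brains. The data comprised 11 RNA-seq libraries, 4 of dLG, 4 of VPM and 3 of MGv, and each was a table of read counts for 54752 genes.

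Total counts ranged from 10175653 to 23559130 per library. They averaged 19.2 ± 2.87 M counts in dLG (SD, n = 4), 21.2 ± 1.97 M counts in VPM (SD, n = 4) and 11.6 ± 1.5 M counts in MGv (SD, n = 3). The deepest MGv library, with 13.2 M counts, lay below the shallowest library of the other nuclei, with 15.9 M counts. An exact permutation test over the assignments of libraries to nuclei gave p = 0.00571 for this difference (Benjamini-Hochberg adjusted p = 0.0229 over 4 library measures). The counts were therefore also thinned to a common depth, a choice made after the data were seen. At these depths the smallest abundance that could be shown, taken as 3 counts, was 0.127 counts-per-million (CPM) in the deepest library and 0.295 CPM in the shallowest. The number of genes with at least 1 count, the mitochondrial share and the share of the 10 most abundant genes did not differ between nuclei (exact permutation tests, adjusted p = 0.481, 0.949 and 0.949). Libraries of the same nucleus were compared pairwise only to exclude a library deposited more than once: over the 15 pairs, the chi-square statistic per degree of freedom was between 14 and 129, so none of these pairs are copies.

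Sets of marker genes, fixed before the counts were examined, were used to ask which cells the sorted RNA came from. Levels are mean log2 CPM over the genes of a set. The 9 pan-neuronal genes were high in every library, at 9.63 ± 0.10 in dLG (SD, n = 4), 9.82 ± 0.15 in VPM (SD, n = 4) and 9.49 ± 0.10 in MGv (SD, n = 3). The difference between nuclei had an exact permutation p = 0.0225 and did not pass adjustment over the 13 sets (adjusted p = 0.0975). The sets of other neural and non-neural cells were far lower: over all libraries the mean was 1.30 for astrocytes, -0.40 for microglia, -1.59 for the oligodendrocyte lineage, -1.66 for cortical neurons, -1.71 for GABAergic neurons and -2.06 for endothelial cells. None of these 6 sets differed between nuclei after adjustment over free permutations. The 6 thalamic neuron genes did, with 8.46 ± 0.05 in MGv (SD, n = 3), 8.16 ± 0.13 in dLG (SD, n = 4) and 7.88 ± 0.23 in VPM (SD, n = 4; exact permutation p = 0.00208, adjusted p = 0.0135). So did the 9 genes of the dissociation response, immediate early and heat shock genes induced when tissue is dissociated, with 4.26 ± 0.23 in MGv (SD, n = 3), 3.97 ± 0.22 in dLG (SD, n = 4) and 3.10 ± 0.27 in VPM (SD, n = 4; exact permutation p = 0.00121, adjusted p = 0.0135). When nuclei were permuted only within replicate numbers, as a replicate block, 5 sets passed in place of 2, the added ones being the pan-neuronal (adjusted p = 0.0401), cortical neuron and endothelial sets (adjusted p = 0.0481 each). The thalamic neuron and dissociation response sets lost significance when MGv replicate 1 was left out (adjusted p = 0.0660 and 0.0578 by exact permutation). Their differences between MGv and VPM were then 0.559 and 1.12, against 0.581 and 1.16 with all libraries.

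Single genes of these sets did not all follow their set. Of the thalamic neuron genes, Gbx2, Tcf7l2 and Pou2f2 were lower in VPM than in MGv, by log2 fold changes of -3.11, -1.14 and -0.984. Slc17a6 and Lef1 went the other way, higher in VPM by 0.681 and 0.715 (edgeR adjusted p of 0.0256 and 0.0103). Rora was higher in dLG than in MGv by 1.25 (edgeR adjusted p = 0.000877). The higher mean of this set in MGv thus rested on some of its genes only, with Gbx2 the largest. Rbfox3 was present at 159 ± 21 CPM in dLG (SD, n = 4), 142 ± 8.72 CPM in VPM (SD, n = 4) and 249 ± 31.2 CPM in MGv (SD, n = 3), whereas Nefm fell from 1215 ± 305 CPM in VPM and 837 ± 260 CPM in dLG (SD, n = 4 each) to 286 ± 37.7 CPM in MGv (SD, n = 3). The astrocyte genes Aqp4 and Aldh1l1 stayed at or below 1.58 and 5.18 CPM in every library, and Gja1 and Gfap at or below 1.43 and 0.0865 CPM. The other genes of this set, Fabp7, Slc1a3 and Aldoc, reached 122, 90.3 and 46.6 CPM in their highest library. The driver gene of the reporter line, Gbx2, was itself unequal, at 304 ± 30.3 CPM in MGv (SD, n = 3) against 29.4 ± 16.1 CPM in dLG and 35.3 ± 9.41 CPM in VPM (SD, n = 4 each).

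To ask whether the libraries group by nucleus, a principal components analysis (PCA) was run on the log2 CPM of the 500 most variable genes. The first component (PC1) held 47.9% of the variance and the second (PC2) 26.2%, with jackknife standard errors over the 11 libraries of 13.9 and 12 percentage points. PC1 separated MGv, with scores from 41.8 to 50.2, from all other libraries, and PC2 separated VPM, with scores from 22.7 to 26.7, from dLG, with scores from -28.6 to -12.9. The largest change came from using all genes past the count filter, which lowered the share of PC1 to 31.4%. The nearest neighbour of every library was a library of its own nucleus. Libraries of different nuclei were 1.89 times as far apart as libraries of the same nucleus, on average, and no other assignment of the 11 libraries to groups of 4, 4 and 3 gave a larger ratio (exact permutation test over 11550 assignments, one-sided p = 0.000173, the smallest this design can give). With the effects of a replicate block removed first, the ratio was 2.53. This removal keeps the differences between nuclei and takes away spread within them, so it favours a larger ratio by itself.

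**Figure D1:**
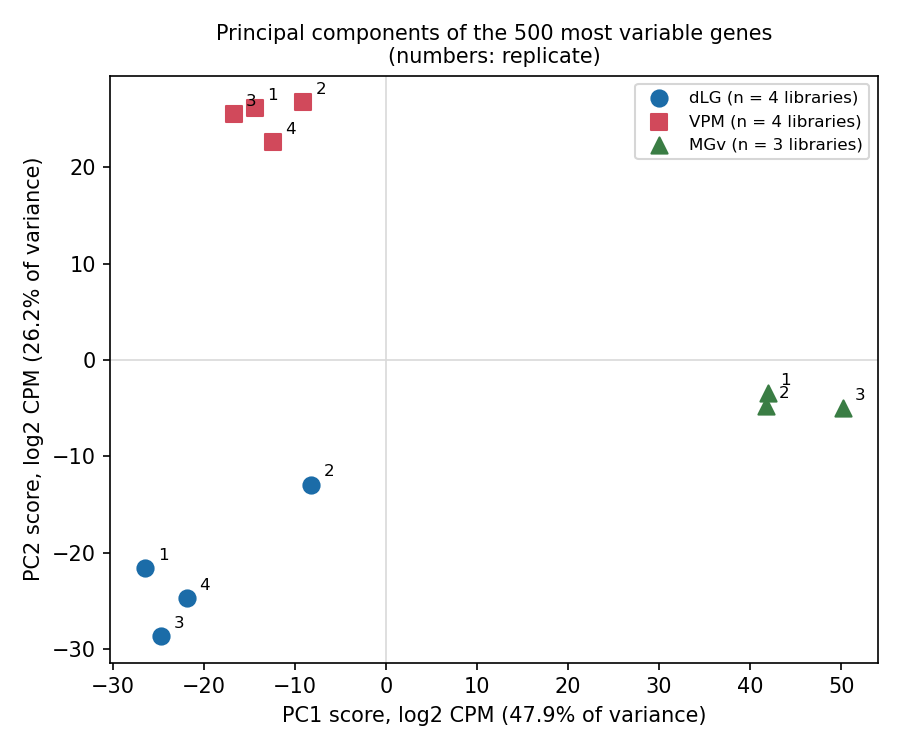
Scores of the 11 libraries on PC1 (x axis) and PC2 (y axis), in log2 CPM units, with 1 point per library coloured by nucleus and numbered by replicate. The 3 MGv libraries lie between 41.8 and 50.2 on PC1, and dLG replicate 2, at -8.23 on PC1 and -12.9 on PC2, lies nearer the middle than the other dLG libraries.

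Differential expression was tested for 15907 genes with edgeR's quasi-likelihood test, in a single model of the 11 libraries, at a Benjamini-Hochberg adjusted p under 0.1 and any fold change. At least 1 difference among the 3 nuclei was found for 3847 genes. Between dLG and VPM, 1704 genes differed, 791 higher in dLG and 913 higher in VPM. Between dLG and MGv, 2562 genes differed, 1370 higher in dLG and 1192 higher in MGv. The contrast of VPM and MGv gave the most, 3016 genes, with 1654 higher in VPM and 1362 higher in MGv. The median absolute log2 fold change of the genes called was 1.07, 1.25 and 1.04 in these contrasts, in the same order. The alternatives that moved the pairwise counts most concerned dLG and VPM. The largest change in number was the rise to 4414 genes with voom, and the largest by ratio the fall to 383 in the fit restricted to libraries with Y-linked reads, which was chosen after the data were seen.

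The labels give no batch, but the counts showed a subset that cuts across the nuclei. Hspa8 was at 3.05, 4.09 and 5.56 CPM in dLG replicate 2, VPM replicate 3 and MGv replicate 1, and at 159 to 581 CPM in the other 8 libraries, and this was noticed after the data were seen. Over the remaining 15906 genes, this trio lay below all other libraries for 505 genes and above them for 439, while the other 47 trios of 1 library per nucleus were separated by 10 to 361 genes. The trio holds 1 library of each nucleus, of 4 in dLG and VPM and of 3 in MGv. With a covariate for the trio, 2394 genes differed between dLG and VPM, 3295 between dLG and MGv, 3965 between VPM and MGv and 5014 among the nuclei, and these included 1703, 2548, 3013 and 3839 of the genes called without it. Among the 8 libraries outside the trio alone, with 2 of MGv, the corresponding counts were 2618, 3209, 3078 and 4592, and the ratio of distances between and within nuclei was 2.14 (exact permutation test, one-sided p = 0.00357). Within the trio there is a single library per nucleus, so nothing can be tested there.

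Replicate numbers recur across the nuclei, so the fit was repeated with the number as a replicate block. It gave 1464 genes between dLG and VPM, 2169 between dLG and MGv, 2695 between VPM and MGv and 3318 among the 3 nuclei, of which 1377, 2010, 2405 and 3067 were the same genes as without the block. On average, libraries with the same number did not deviate together. Across 15907 genes, the deviations from the nucleus means had a mean correlation of 0.016 over the 10 same-numbered pairs and -0.0050 over the 30 other pairs (genes are not independent replicates). An exact permutation of the numbers gave one-sided p = 0.349 over 576 pairings. The same-numbered pairs ranged from -0.20 to 0.48. The highest value of all 40 pairs was that of dLG and VPM replicate 4, so that this pair did deviate together.

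Genes enriched in a nucleus were defined as higher in it than in each of the other 2 nuclei, with an adjusted p under 0.1 in both contrasts of the same test. There were 325 such genes for dLG, 384 for VPM and 582 for MGv. With the replicate block these counts were 270, 343 and 483. The definition mattered more than any other choice fixed beforehand: when a nucleus was compared with the mean of the other 2 in a single contrast, 1097, 1386 and 1473 genes passed, and these lists were no longer separate, with 176 genes shared by dLG and VPM. Of the enriched genes, every library of the nucleus lay above every library of the other nuclei for 89.2% in dLG, 87.5% in VPM and 90.5% in MGv. These genes were selected for being higher, which favours such an order. Over all 15907 genes tested, it was seen for 3.01%, 3.49% and 5.98%, where chance gives 0.303% for dLG or VPM and 0.606% for MGv.

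The study named nucleus-specific genes, and 18 of them were followed here. They are the study's own calls on these data, so their recovery is no independent check. All 18 had a higher mean log2 level in their own nucleus than in both others, and 16 were enriched by edgeR's quasi-likelihood test at an adjusted p under 0.1 over all genes tested. When the larger p of the 2 contrasts was adjusted over the 18 genes alone, all 18 passed. The exceptions were Ebf1, whose increase over VPM had an adjusted p of 0.120, and Fgf12, whose increase over MGv had an adjusted p of 0.160. With the replicate block, 15 of the 18 were enriched.

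The study paid particular attention to a few of these genes. Sp9 (ENSMUSG00000068859, GRCm38 chromosome 2, 73271925 to 73284706, plus strand) had 152 ± 95.5 CPM in dLG (SD, n = 4), 5.59 ± 3.80 CPM in VPM (SD, n = 4) and 23.4 ± 9.17 CPM in MGv (SD, n = 3). Its log2 fold change in dLG was 4.76 ± 0.50 over VPM and 2.7 ± 0.51 over MGv (standard error), with edgeR adjusted p of 5.26e-05 and 0.00310. Hs6st2 (ENSMUSG00000062184, chromosome X, 51387212 to 51681856, minus strand) had 588 ± 78.1 CPM in dLG and 40.9 ± 4.59 CPM in VPM (SD, n = 4 each) and 28.9 ± 4.16 CPM in MGv (SD, n = 3). It was higher in dLG than in VPM by a log2 fold change of 3.85 ± 0.15 and than in MGv by 4.35 ± 0.18 (edgeR adjusted p of 9.11e-09 and 6.94e-09). Cck (ENSMUSG00000032532, chromosome 9, 121489824 to 121495694, minus strand) had 2863 ± 497 CPM in VPM and 719 ± 439 CPM in dLG (SD, n = 4 each) against 60.8 ± 12.1 CPM in MGv (SD, n = 3), a log2 fold change of 1.99 ± 0.34 over dLG and 5.56 ± 0.45 over MGv (edgeR adjusted p of 0.00229 and 4.10e-06). Tshz1 (ENSMUSG00000046982, chromosome 18, 84011627 to 84087706, minus strand) had 214 ± 29.8 CPM in MGv (SD, n = 3) against 28.3 ± 15.0 CPM in dLG and 68.1 ± 24.8 CPM in VPM (SD, n = 4 each), with log2 fold changes of 2.92 ± 0.35 and 1.65 ± 0.34 and edgeR adjusted p of 0.000112 and 0.00604.

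Crabp2 (ENSMUSG00000004885, chromosome 3, 87948666 to 87953376, plus strand) was the least certain of these. It had 571 ± 151 CPM in MGv (SD, n = 3), 123 ± 55.0 CPM in VPM (SD, n = 4) and 30.7 ± 48.2 CPM in dLG (SD, n = 4). The spread in dLG came from replicate 2, with 103 CPM, while replicates 1, 3 and 4 had 4.87, 7.68 and 7.40 CPM. The log2 fold change of MGv was 4.21 ± 0.88 over dLG (edgeR adjusted p = 0.00583) and 2.21 ± 0.82 over VPM (edgeR adjusted p = 0.0946), and the latter ranged from 0.000620, among the libraries outside the trio, to 0.191 over the alternatives, with 0.120 for DESeq2 and 0.000707 for voom. Every MGv library was still above every other library, with a lowest value of 413 CPM against a highest of 170 CPM elsewhere.

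**Figure D2:**
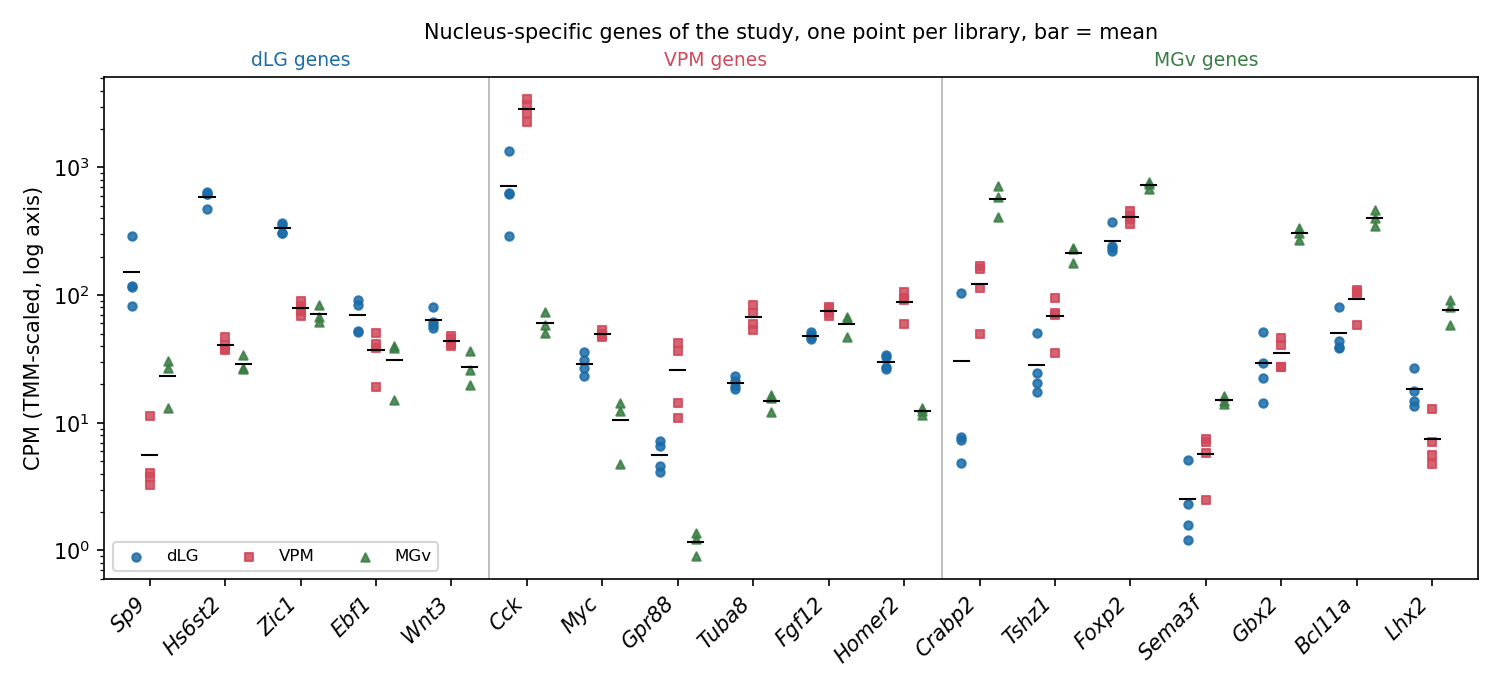
CPM, on a log axis (y axis), of the 18 nucleus-specific genes named by the study (x axis), with 1 point per library, coloured by nucleus (dLG n = 4, VPM n = 4, MGv n = 3), and a bar at the mean of each nucleus. For Hs6st2 the lowest dLG library has 473 CPM and the highest library of the other nuclei has 47.4 CPM, while for Fgf12 the corresponding VPM values are 68.3 and 67.7 CPM.

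Reads of genes that overlap on the opposite strand could not be assigned with certainty, because the counting was not stated to use strand. Among the genes named by the study this concerns Gbx2, of whose exonic bases 43.5% overlap D130058E05Rik, Tuba8, with 16.3% overlapping Gm15856, and to a lesser extent Sp9 (5.35%), Homer2 (4.16%), Bcl11a (2.40%) and Zic1 (1.05%). Of the 9 genes chosen below it concerns Nppa, with 61.5% overlapping Gm13054.

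By a rule set before the counts were examined, the 3 enriched genes with the largest smaller fold change of the 2 contrasts were taken for each nucleus. For dLG these were Cdca7 (chromosome 2, 72476159 to 72486893), Fam163a (chromosome 1, 156075966 to 156205026) and Gpc4 (chromosome X, 52053021 to 52165252). Fam163a had 35.3 ± 5.94 CPM in dLG (SD, n = 4), 0.817 ± 0.162 CPM in VPM (SD, n = 4) and 0.389 ± 0.353 CPM in MGv (SD, n = 3), a log2 fold change of 5.43 ± 0.32 over VPM and 6.53 ± 0.42 over MGv (edgeR adjusted p of 3.58e-07 and 8.52e-07). Gpc4, with 12.8 ± 4.21 CPM in dLG (SD, n = 4), had at most 1 count in any MGv library, so that it was at least 43.4-fold higher in dLG than the smallest abundance that could be shown in MGv. Cdca7 had 65.2 ± 15.3 CPM in dLG (SD, n = 4) and was higher than in MGv by a log2 fold change of 3.98 ± 0.33 (edgeR adjusted p = 6.13e-06).

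For VPM the rule gave Ppm1j (chromosome 3, 104781056 to 104786018), Inhba (chromosome 13, 16011851 to 16031621) and Plxna2 (chromosome 1, 194618218 to 194816869). They had 24.8 ± 6.77, 32.6 ± 15.4 and 51.4 ± 17 CPM in VPM (SD, n = 4 each). Their log2 fold changes over dLG were 4.84 ± 0.47, 4.52 ± 0.61 and 4.30 ± 0.51 (edgeR adjusted p of 2.61e-05, 0.000399 and 0.000147), and none exceeded 6.10 CPM in a library of another nucleus. For MGv it gave Nts (chromosome 10, 102481756 to 102490486), Nppa (chromosome 4, 148000722 to 148002079) and Galr1 (chromosome 18, 82392380 to 82406777), all of which encode a neuropeptide, a natriuretic peptide or the receptor of one. They had 136 ± 43.4, 62.5 ± 8.19 and 15.9 ± 1.22 CPM in MGv (SD, n = 3 each). Their log2 fold changes over VPM were 5.52 ± 0.64, 5.15 ± 0.61 and 4.51 ± 0.65 (edgeR adjusted p of 7.15e-05, 8.64e-05 and 0.000438). These 9 genes, all protein-coding, stayed past the threshold in each fit that left out 1 library.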

Values the study reported

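The study reported 705 genes enriched in neurons of the dLG, 961 in those of the VPM and 1330 in those of the MGv, at an adjusted P value under 0.1. In its principal components analysis of the neurons, PC1 held 47% of the variance and PC2 held 32%.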

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

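Of the tests in this part, those of RNA from neighbouring nuclei in dLG replicate 2, of blood cells and of GC content and length in VPM replicate 3 were set before their results were seen, and the others afterwards. Within dLG and VPM, Dixon's test was applied to 92 sets of 4 values: library measures, marker sets, principal component scores and named genes. It picked out 7 library values where about 4.6 would be expected by chance. The values are on the log2 CPM scale.

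Of the 7 values, 3 belonged to dLG replicate 2. Its Crabp2 level was 6.69, against 2.32 to 2.96 in the other dLG libraries, its Foxp2 level was 8.54, against 7.80 to 7.92, and its Hs6st2 level was 8.89, against 9.26 to 9.34. Crabp2 and Foxp2 are MGv genes and Hs6st2 is a dLG gene, so all moved away from dLG, in line with its place in the PCA. Low depth was not the reason, as it had 22.7 M counts, the most of the dLG libraries. Nor was the sex of the pooled brains: dLG replicate 4, the other dLG library with Y-linked reads, lay only 3.69 units along PC1 from the mean of replicates 1 and 3, against 17.3 for replicate 2. A mixture with tissue of neighbouring nuclei was tested on genes chosen without this library. The genes enriched in VPM and MGv had risen by 11.3% and 17.4% of the way to those nuclei (medians), 28.7% together (95% bootstrap interval over genes 23.7 to 32.3), and the genes enriched in dLG had fallen by 47.1% (41.8 to 52.0). In the other dLG libraries the falls were between -8.64% and 1.13% and the rises between -8.42% and 2.05%. In a plain mixture of these nuclei the fall and the rise would match, but their ratio was 1.64, outside the limit of 1.5 set beforehand. This limit turned out to be a poor guide, as other libraries also fell more than they rose: VPM replicate 4 by 24.6% against 6.22%, MGv replicate 1 by 22.7% against 0% and MGv replicate 2 by 25.4% against 5.48%. RNA of VPM and MGv is therefore neither shown nor excluded as the source of the shift. No biological explanation was tested, since the labels set this library apart in nothing.

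In dLG replicate 3 the erythroid set was at 3.71, against -2.87 to -2.62 in the other dLG libraries. Its Hbb-bs level of 347 CPM was the highest of all libraries. Hba-a2 had 0 counts in every library and is nearly identical to Hba-a1, so reads shared between paralogs make the globin levels uncertain. Paralogs do not account for Alas2, an erythroid gene of the set that is no globin, which had 30 counts in this library and 0 in the other 10. Red blood cells in the library were one explanation weighed and white blood cells another. The test on genes outside the set was uninformative: 1 of 7 further erythroid genes and 1 of 5 white blood cell genes were highest in this library among dLG, but only 3 of each list exceeded 3 counts in any dLG library. These lists can thus neither show nor exclude blood, and that they could not decide was recognised after the values were seen. The erythroid set did not differ between nuclei (exact permutation p = 0.632, adjusted p = 0.755, 5 genes).

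The male set, of 4 Y-linked genes, was at -2.94 in VPM replicate 1, against 3.32 to 3.78 in the other VPM libraries. The same was true of dLG replicates 1 and 3, so that 3 libraries had only 1 or 2 reads on these genes, while the other 8 had between 208 and 2150. Depth does not explain it: at the lowest share of Y-linked reads among the other 8, the smallest of the 3 would hold 324 such reads. Pools of female pups alone may be the reason. Xist, expressed from the inactive X chromosome, was at 368 to 474 CPM of raw totals in the 3 libraries and at 72.9 to 562 in the other 8 (exact one-sided permutation p = 0.0364). VPM replicate 3 combined high Xist with Y-linked reads. The sexes of the pups were not given in the labels. Since MGv replicate 1 had 1152 Y-linked reads and dLG and VPM replicate 1 had 1 and 2, the libraries numbered 1 cannot all have come from the same brains, and the same holds for dLG and VPM replicate 3.

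In VPM replicate 3 the oligodendrocyte lineage set was at -1.82, against -1.08 to -1.01 in the other VPM libraries, and Bcl11a was at 5.88, against 6.65 to 6.78. The first is close to the floor. This library also had the lowest TMM factor, 0.854, and the highest mitochondrial share, 7%, and every count of differing or enriched genes except that of the genes named by the study was highest when it was left out. Of the variance of its deviations from the other VPM libraries, 11.7% was explained by GC content and exon length, against 3.61% to 4.16% for the other VPM libraries. A bias with GC content and length is therefore a candidate explanation for part of its spread, but most of the variance was left. For a mixture with dLG and MGv, genes enriched in VPM had fallen by 47.2%, while those of dLG had changed by 9.75% and those of MGv by -6.17% of the way to these nuclei, 3.57% together, a ratio of 13.2. Part of such a fall also occurs without a rise in other libraries, as in VPM replicate 4 above, so the ratio does not decide the matter, and a small share of dLG RNA is not excluded. No biological explanation was tested.

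The libraries dLG replicate 2, VPM replicate 3 and MGv replicate 1 also deviated together. Apart from Hspa8, through which they were noticed, 944 genes (5.93%, where chance gives 1.21%) separated them from the other 8 libraries, against a median of 72 and a maximum of 361 for the other trios of 1 library per nucleus. Their deviations from the nucleus means had a mean correlation of 0.25 across genes (0.23 to 0.26 over the pairs), and the highest mean of another trio was 0.21. A library batch that the labels do not give is a candidate explanation, found and tested on the same data. The study states that its libraries shared a flow cell, which speaks against a batch of sequencing. Dissection, sorting and library preparation remain among the possible sources of a batch, and none of them was tested. Other sources, such as differences between the pooled animals, were not tested either. Reads from genomic DNA were not shown to be common to the trio. Olfactory receptor counts were only 6.3 CPM in dLG replicate 2. They were 50.8 CPM in MGv replicate 1 and 33.5 CPM in VPM replicate 3, the highest values of all libraries. GC content and length explained 11.7% of the variance in VPM replicate 3, but 1.18% in dLG replicate 2 and 0.196% in MGv replicate 1. Neither was raised in all 3 libraries. A part of either is not excluded, since the separation of the trio was not retested after a correction. A batch may also underlie part of what sets dLG replicate 2 and VPM replicate 3 apart above, and these explanations cannot be separated. With a covariate for the trio, 324, 384 and 581 of the genes enriched in dLG, VPM and MGv were called again, among 454, 536 and 819. Without its libraries, 301, 318 and 498 were called again, among 508, 476 and 706.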

How the results depend on the processing

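Alternatives were fixed before the data were examined, except edgeR's robust fit, thinning, the fits that use Y-linked reads and those that treat dLG replicate 2, VPM replicate 3 and MGv replicate 1 as a trio and, for the genes named by the study only, the contrast with the mean of the other 2 nuclei, which were chosen after seeing the data. Counts are called stable here when they stayed within 1.5 times the reported value. Under DESeq2, DESeq2 size factors, total counts, no count filter, at least 10 counts in every library, the replicate block, GC content and length offsets, both of these together, the robust fit, thinning and the covariate for the trio, all 7 counts of differing and enriched genes were stable. So were the pairwise counts when only the nuclei compared were fitted. The block with the offsets gave 1781 genes between dLG and VPM, 2349 between dLG and MGv and 2785 between VPM and MGv.

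Voom with sample quality weights raised the count between dLG and VPM to 4414, the count among the 3 nuclei to 6181 and the genes enriched in dLG and VPM to 657 and 903. A log2 fold change over 1 lowered the counts to 922, 1552 and 1559 for the 3 contrasts (dLG and VPM, dLG and MGv, VPM and MGv), 2294 among the nuclei, and 193, 199 and 290 enriched in dLG, VPM and MGv. An adjusted p under 0.05 left 249 genes enriched in VPM and 385 in MGv. The contrast with the mean of the other 2 nuclei gave 1097, 1386 and 1473. The covariate for libraries without Y-linked reads lowered the genes enriched in MGv to 374. Restriction to the 8 libraries with Y-linked reads gave 383, 988 and 1860 genes for the contrasts, 1743 among the nuclei and 78, 102 and 213 enriched genes. The 8 libraries outside the trio gave 2618 genes between dLG and VPM and 508 enriched in dLG, and the other 5 counts were stable there. Apart from the restriction by Y-linked reads, which is taken up among the other observations, the cause was not tested.

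Across the 11 fits that each left out 1 library, the counts ran from 1093 to 2223 between dLG and VPM, from 1886 to 3300 between dLG and MGv, from 2024 to 3235 between VPM and MGv and from 3001 to 4649 among the nuclei. They ran from 226 to 429 genes enriched in dLG, from 237 to 483 in VPM and from 363 to 699 in MGv. The genes named by the study that were enriched numbered from 12 to 16 across these fits, and from 12 to 18 under the other planned choices.

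Total counts in place of TMM moved the median log2 fold change of all genes between dLG and VPM to 0.10. Of the genes called there, 61.1% were then higher in dLG, against 46.4% with TMM, and of those called between VPM and MGv, 47.9% were higher in VPM, against 54.8%. The balance of directions in these contrasts depends on the scaling. Between dLG and MGv it depends on the test and the filter. More genes were higher in MGv under voom (1565 against 1503) and with at least 10 counts in every library (983 against 957). All other fits had more genes higher in dLG.

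The ratio of distances stayed past its threshold throughout, from 1.82 to 2.05 with a library left out and from 1.36 to 2.53 otherwise. The value of 2.53, with the replicate block removed, is favoured by that removal and adds no support. The share of PC1 fell to 31.4% with all genes past the filter, beyond its jackknife error. The shares ran from 39.8% to 52.4% for PC1 and from 22.5% to 33.6% for PC2 with a library left out. With DESeq2's regularized logarithm in place of log2 CPM, PC1 held 47.5% and PC2 31.9%, close to the values quoted from the study. The number of marker sets that differed rose from 2 to 5 under the replicate block and ran from 0 to 4 with a library left out. It fell to 1 outside the trio, where the cortical neuron set passed (adjusted p = 0.0464) and both reported sets did not (0.0774 for thalamic neurons, 0.0696 for the dissociation response). Fewer libraries allow fewer assignments, and the cortical neuron set had the smallest p possible outside the trio (exact permutation p = 0.00357). Part of the loss may thus lie in the resolution of the test, and the cause was not tested. The difference in the GABAergic set, MGv minus dLG, was 0.24 and ran from -0.0046, without dLG replicate 4, to 0.40 with a library left out, never past the threshold.

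For the 27 named genes, 424 of 459 comparisons with an alternative kept their side of the threshold, 28 became weaker and 7 stronger, none changed direction, and all changes concerned 6 genes. Of these, Crabp2 lost significance under DESeq2 (log2 fold change over VPM 2.22, adjusted p = 0.120, with 0.000620 to 0.191 over its alternatives). Outside the trio, the calls of all 27 were the same. Of the marker sets, 4 comparisons became weaker and 7 stronger.

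The lower depth of MGv limits what can be shown for its rare transcripts: thinning every library to the smallest total left 14413 testable genes in place of 15907 and 305, 365 and 546 enriched genes, of which 285, 334 and 511 were among those of the full counts.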

Other observations

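The tests of fewer calls among libraries with Y-linked reads (except that of VPM replicate 3), of activity-dependent genes, of maturation and of genomic DNA were set before their results were seen, and the others in this part afterwards. The counts of enriched genes here were 325 in dLG, 384 in VPM and 582 in MGv. Each is lower than the value quoted from the study above. With the contrast against the mean of the other nuclei, which gave 1097, 1386 and 1473, each is higher than the quoted value, and for dLG by a factor of more than 1.5. With the definition of both contrasts, DESeq2 gave 405, 512 and 702 and voom 657, 903 and 848, nearer to the quoted values but still below them. The test and how the contrasts were combined may each account for part of the difference, and this was not tested further.

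Other splits of the libraries were refitted to see how many genes a grouping unrelated to nucleus gives. For each pairwise contrast, 1 of the 8 splits that part all same-numbered pairs gave as many genes, the real split itself. With 8 splits a share under 0.05 is out of reach, so these counts settle nothing. Among all 35 splits, where the others put some same-numbered libraries on the same side, again 1 gave as many, and the largest count of another split was 17 for dLG and VPM, 1389 for dLG and MGv and 801 for VPM and MGv. For the 3 nuclei together, 100 of the 216 splits with each replicate number once per group were drawn, the real split included, and 1 of 100 gave as many genes, for the genes differing among the nuclei and for those enriched in dLG, in VPM and in MGv. The largest other counts were 1743, 208, 197 and 347.

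Restricting the fit to the 8 libraries with Y-linked reads cut the genes differing among the nuclei to 1743. If sex differences between the pools had inflated the calls, this restriction should stand out among the 24 ways of leaving out 2 dLG and 1 VPM libraries. It did not: 6 of the 24 gave as few genes, and the counts ran from 1616 to 4756 with a median of 2408. A second explanation was that atypical libraries with Y-linked reads weigh more among fewer libraries. For dLG replicate 2, the 12 ways that kept it gave 2202 genes on average and the 12 that left it out 3020, a ratio of 1.37, below the limit of 1.5 set beforehand. For VPM replicate 3, tested afterwards, the 18 ways that kept it gave 2189 genes and the 6 that left it out 3877, a ratio of 1.77. The 9 ways that kept both gave 1616 to 2120 genes, fewer than each of the other 15, which gave 2209 to 4756. The greater weight of these libraries is thus a candidate explanation for the fall. Of the 6 testable genes of the Y chromosome, 0 were called in each of the 3 contrasts, and 0 had an unadjusted p under 0.05, although Y-linked reads were nearly absent from 3 libraries.

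MGv had the most enriched genes in spite of the fewest counts. It kept this place after thinning to a common depth (546) and with GC content and length offsets (658), so neither depth nor GC content and length accounts for it. Under voom, however, VPM had the most, 903 against 848 in MGv, so this order depends on the test. Whether it reflects biology cannot be told apart from the composition of the sorted cells, for which the marker sets are only an indirect measure.

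Fos, Fosb, Egr1 and Junb were lower in VPM than in the other libraries by 1.87 on the log2 scale (exact two-sided permutation p = 0.00303 over 330 choices of 4 libraries; 4 genes picked after their values were seen). Stress during dissociation may raise such genes. Of 7 heat shock genes, the mean differed by 0.09 and did not separate VPM (p = 0.852, same exact permutation). That comparison pooled nuclei on either side of VPM, as the means were 5.58 in dLG, 5.17 in VPM and 4.83 in MGv. The list includes Hspa8, which was low in 3 libraries, 1 of each nucleus. It also includes Hspb1, at or below 0.527 CPM in every MGv library and at or above 4.16 CPM in all others. Activity-dependent transcription was tested on 7 further genes, whose mean was lower in VPM by 0.76, short of the threshold (exact permutation p = 0.1). The heat shock list can thus not decide on stress, and activity-dependent transcription is not borne out by its list. The difference stands without an explanation.

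Nefm and Nefl were low in MGv while Gbx2 and Tcf7l2 were high, which would suggest less mature neurons there. The test went the other way. The mean of 10 late neuronal genes minus that of 9 early ones was higher in MGv than in the other libraries by 0.42 (exact one-sided permutation p = 0.988 for a lower value), so an earlier stage of maturation is not what these lists show. Slc1a3, an astrocyte gene also expressed by progenitors, was at 72.5 ± 23.8 CPM in MGv (SD, n = 3) against 6.35 ± 7.83 in dLG and 7.15 ± 3.25 in VPM (SD, n = 4 each). RNA of astrocytes would raise other astrocyte genes as well, and the mean of the 6 other genes of the set did not differ (0.04 on the log2 scale, exact one-sided permutation p = 0.467). Single genes of these did, in different directions. Aldoc was highest in VPM, with 34.5 CPM against 18 in MGv and 6 in dLG, and lower in dLG than in VPM by a log2 fold change of -2.51 (edgeR adjusted p = 0.00103) and than in MGv by one of -1.58 (edgeR adjusted p = 0.0178). Aqp4 was lower in VPM than in MGv by one of -2.98 (edgeR adjusted p = 0.0686). The high Slc1a3 level in MGv is thus a lead for a closer look. No other technical explanation was tested for it.

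MGv replicate 1 detected 23867 genes, the most of all libraries, at only 13.2 M counts. Its counts on 1135 olfactory receptor genes, which sorted thalamic neurons are not known to use, were 50.8 CPM of raw totals, against 4.44 to 33.5 in the other 10 libraries, and the next highest was VPM replicate 3. A low level of reads from genomic DNA is a possible explanation for both, and it would add a few counts to many silent genes.

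The embryonic globin gene Hbb-bh1 (chromosome 7, 103841637 to 103843164) was singled out after its values were seen. It had 39 to 107 counts in each of the 4 VPM libraries, 4.20 ± 1.96 CPM (SD, n = 4), at most 2 counts in any dLG library and 0 in MGv. VPM was at least 22.2-fold above the smallest abundance that could be shown in dLG and 14.3-fold above that in MGv (edgeR adjusted p of 0.000357 and 0.000694). The library with the most adult globin, dLG replicate 3, had 0 counts on it. Its origin was not tested.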
